A study of Homo sapiens with 2 samples.

How the data were processed

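The study used 2 single-cell RNA libraries made from 1 pool of 3 ovarian cancer cell lines, IGROV1, SK-OV-3 and COV504, mixed in equal parts per the labels' protocols. One library was sequenced on an Illumina instrument after a standard 10x Genomics preparation and the other on a nanopore PromethION instrument, which reads whole cDNA molecules. Each group therefore held 1 library. For the Illumina library only the list of cell barcodes was used, and its expression values were not analysed here. For the PromethION library the list of barcodes, the list of transcripts and a sparse matrix were used, together with a table of transcript positions and gene names for the whole series.

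The matrix holds estimated counts per transcript and cell barcode that the authors deposited. The design text of the series names Isosceles, a package for discovery and quantification of transcripts from long reads. The aligner, the package version, the genome build, the annotation release, the cell calling and the handling of molecular identifiers are not given in the sources used here. The values are not normalised. They are not whole where a read was shared between transcripts: 39.8% of the 8294569 matrix entries were whole within 1e-06, while 100% of the sums per gene entry and barcode were. Reads were therefore shared only within a gene entry. Of the 2883034 pairs of a gene entry and a barcode with a single count, 33.7% had that count split over transcripts with none reaching 0.99. Because molecular identifiers may or may not have been collapsed, intervals of counts and shares cover counting error only. Every interval is a 95% interval.

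Every one of the 99493 transcript names ended in the same suffixes, so the structural classes planned for the comparison of classes could not be split by the authors' own names. Transcript type and exon number were taken in their place from GENCODE release 29 (GRCh38), matched by Ensembl transcript identifier. A total of 99363 transcripts matched, 98018 of them with the same start and end, and 130 did not match. Positions are those of the authors' table, and exon positions are those of GENCODE release 29; both count from 1. Of the 57110 gene entries, 722 joined several overlapping genes and held 6.21% of all counts. These entries stayed in gene sums but were left out of the comparisons of transcript shares.

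Barcodes were matched between the 2 lists by exact sequence after library prefixes and suffixes were removed. Estimated counts were summed per gene entry for clustering and rounded to whole numbers for intervals and thinning. Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 0.02 and removed. Counts were scaled to the median total and log1p transformed, the 2000 most variable genes were kept, and 20 principal components, 15 neighbours and Leiden clustering (igraph 0.11.9) at resolution 0.1 with seed 0 gave the clusters. No minimum was set on counts per cell. Clusters with at least 5% of the cells were compared. Clusters were numbered by size and called after a line only where markers fixed in advance allowed it. The SK-OV-3 markers were ERBB2, GRB7, MIEN1, STARD3 and PGAP3 as high genes and CDKN2A as an absent or lowest gene. The IGROV1 markers were FOLR1, PAX8, CDH1, CLDN3 and ESRP1, and no markers were fixed for COV504. Leading genes of a cluster were ranked by the ratio of CPM (counts scaled to the same total in every cluster) to the highest other cluster after 10 CPM were added to both.

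With 1 library per platform no test was possible, and cells are not replicates of a library. Sums of counts are given with exact Poisson intervals and shares with exact Clopper-Pearson intervals. Intervals of medians come from binomial ranks over barcodes and describe this library only. Genes per cell were compared after each cell was thinned without replacement to 2000 counts, with shallower cells left out. Transcripts per cell at that depth are not given, because rounding drops reads split between transcripts. For each pair of clusters, genes with at least 50 counts in both were compared by the largest difference in the share of 1 transcript and by the identity of the leading transcript. A difference of 50 percentage points was the limit for a count of genes. The same counts were taken from 20 multinomial draws at the observed gene totals from shares pooled over both clusters, which stand for counting error alone and overstate it for the leading transcript. A list of 10 genes with known alternative splicing was compared with 10000 random lists drawn from the 100 genes nearest in total count to each list gene. That percentile describes this library.

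Genes were named by a rule fixed before the data were examined. The rule took the 3 genes with the largest transcript share difference in each pair of clusters among genes with at least 100 counts in both, mitochondrial genes left out. It also took the genes of the splicing list with at least 50 counts in every compared cluster, the markers, and the 5 genes with the most counts. The other genes of the splicing list are given with their difference only, because they make up its median. Leading genes of clusters are named to describe the clusters. Genes named outside this rule were chosen after their values were seen and are called so. Some genes that the rule or the marker lists select are not reported here, although the counts of genes include them.

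The share statistics were tested on simulated data for 2 simulated clusters with 30 and 20 percent of the library's counts, over 5606 genes. Of 100 genes changed by 60 points, 100% passed the limit of 50 points, with a mean difference of 60.5 points. Of 100 genes changed by 40 points, 1 passed it, and of 5406 unchanged genes 0 did. The changes were placed only in genes with ample counts and a dominant transcript, and every simulated read was whole. Clustering of 3 simulated groups of 150 cells returned 100% of the cells to their group. Each group but the first had 200 genes raised 8-fold, and depths came only from barcodes above 1000 counts. Low-depth barcodes and reads shared between transcripts were therefore not covered by these simulations. Alternatives covered the clustering settings, doublet removal, count minimums, transcript definitions, the point limit, thinning depth and the genes counted. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.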

Results

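A pool of 3 human ovarian cancer cell lines was profiled by single-cell RNA sequencing on 2 platforms to benchmark long-read transcript quantification. IGROV1, SK-OV-3 and COV504 are established lines grown from ovarian tumours, and the pool was made in equal parts. The Illumina group and the PromethION group each held 1 library, so no value has a replicate. Every interval given is a 95% interval: those of counts and shares cover counting error only, and those of medians cover the spread between barcodes of this library. The PromethION matrix held 13052893 estimated counts over 2462 cell barcodes. Of the 99493 listed transcripts, 45672 had a value above 0, and 28402 had at least 10 counts. Of the 57110 gene entries, 17806 had a value above 0.

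The first comparison asked whether both platforms reported the same cells. The Illumina list and the PromethION list each held 2462 barcodes of 16 bases, and all 2462 barcodes were shared. Matching after reverse complement of one list gave 0 shared barcodes. How either list was made is not given in the sources used here, so identical lists are not a measure of how well the platforms matched.

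The depth of the long-read library varied widely between barcodes. The median was 4914.5 counts per barcode (interval 4772 to 5065), and the range was 1 to 25670. A total of 333 barcodes (13.5%) had fewer than 1000 counts, and 84 had fewer than 100. The median number of transcripts above 0 was 3339.5 per barcode (interval 3242 to 3422). This number moved most among the alternatives when at least 1 count was required, which gave a median of 1620, since many transcripts carried only a fraction of a read. The median number of gene entries above 0 was 1912 (interval 1865 to 1954).

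The counts were spread over many genes. The gene with the most counts was FTH1 (ENSG00000167996), with 270987 counts or 2.08% of the total (interval 2.07 to 2.08%). MALAT1 (ENSG00000251562) had 204962 counts, MT-CO3 (ENSG00000198938) 169504, RPS2 (ENSG00000140988) 114616 and RPLP1 (ENSG00000137818) 109775. FTH1, RPS2 and RPLP1 have processed pseudogenes, and reads wrongly assigned between these genes and those copies were not tested for.

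Transcripts annotated as protein coding held 97.6% of the counts, and transcripts of long intergenic non-coding RNAs held 2.07% (interval 2.06 to 2.08%). Single-exon transcripts held 7.36% of the counts. Without mitochondrial and ribosomal protein genes this share was 3.47%, and the mean of the shares of single barcodes was 12.8%.

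Transcript-level resolution was described for the 8507 genes with at least 100 counts. These genes had a mean of 2.48 transcripts with at least 10 counts, and 5768 of them (67.8%) had 2 or more. The mean moved most when each gene was thinned to 100 counts, to 1.91. Among the 6545 genes with 2 or more listed transcripts, the leading transcript held a median of 68.0% of the gene's counts, with an upper quartile of 90.3%. In 1612 genes it held under 50%.

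Scrublet called 77 barcodes (3.13%) as doublets, with a median of 7682 counts against 4869 in the other barcodes. The remaining 2385 barcodes formed 5 clusters. Cluster 1 held 683 cells (28.6%, interval 26.8 to 30.5%), cluster 2 held 562 (23.6%, interval 21.9 to 25.3%), and cluster 3 held 432 (18.1%, interval 16.6 to 19.7%). Cluster 4 held 374 cells (15.7%, interval 14.2 to 17.2%), and cluster 5 held 334 (14.0%, interval 12.6 to 15.5%). The median depth was 4874 counts in cluster 1, 6579.5 in cluster 2, 5531.5 in cluster 3 and 4789 in cluster 4. Cluster 5 stood apart with a median of 268.5 counts. In cluster 5, 298 of the 334 barcodes had fewer than 1000 counts, and 149 had over 50% of their counts in mitochondrial genes. The share of cluster 5 depended on the clustering settings, and the lowest value, 4.53%, was found when genes in fewer than 3 cells were left out, an alternative chosen after seeing the data.

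The fixed markers were used to ask which clusters matched the pooled lines. Marker values are given as CPM, counts scaled to the same total in every cluster. ERBB2 (ENSG00000141736) had 418 CPM in cluster 1 (interval 397 to 440), against 23.0 in cluster 2, 24.5 in cluster 3 and 21.9 in cluster 4. GRB7, MIEN1, STARD3 and PGAP3 were also highest in cluster 1, with 55.6, 528, 217 and 22.9 CPM. CDKN2A (ENSG00000147889) had 0 counts in cluster 1, with an upper limit of 1.04 CPM, and 0 counts in cluster 2, with an upper limit of 0.884, against 23.0 CPM in cluster 3 and 17.8 in cluster 4. Cluster 1 was therefore called SK-OV-3-like.

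The IGROV1 markers did not point to a single cluster. FOLR1 (ENSG00000110195) had 609 CPM in cluster 3 (interval 580 to 640) and 542 in cluster 4 (interval 510 to 576), against 39.0 in cluster 1 and 10.5 in cluster 2. CLDN3 (ENSG00000165215) was likewise highest in cluster 3, at 411, and cluster 4, at 276. PAX8 (ENSG00000125618) ran from 95.4 CPM in cluster 2 to 157 in cluster 3. In contrast, CDH1 (ENSG00000039068) had 54.4 CPM in cluster 2 (interval 47.6 to 62.0), against 1.15 in cluster 3 and 0.509 in cluster 4. ESRP1 (ENSG00000104413) had 10.8 CPM in cluster 2 and 0 counts in clusters 1, 3 and 4. Clusters 2, 3 and 4 were therefore left without a line name and are given by number. The genes with the highest ratios were TMEM100, RGCC and ANKRD1 in cluster 2, the entry of FXYD2 and FXYD6, DEFB1 and KRT24 in cluster 3, and CXCL14, HSD17B2 and MOXD1 in cluster 4. Cluster 1 was led by the entry of CAPS and an overlapping gene, DHRS2 and NNMT, and cluster 5 by FP236383.2 and mitochondrial genes. Cluster 5 stayed unnamed because of its low depth.

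**Figure D1:**
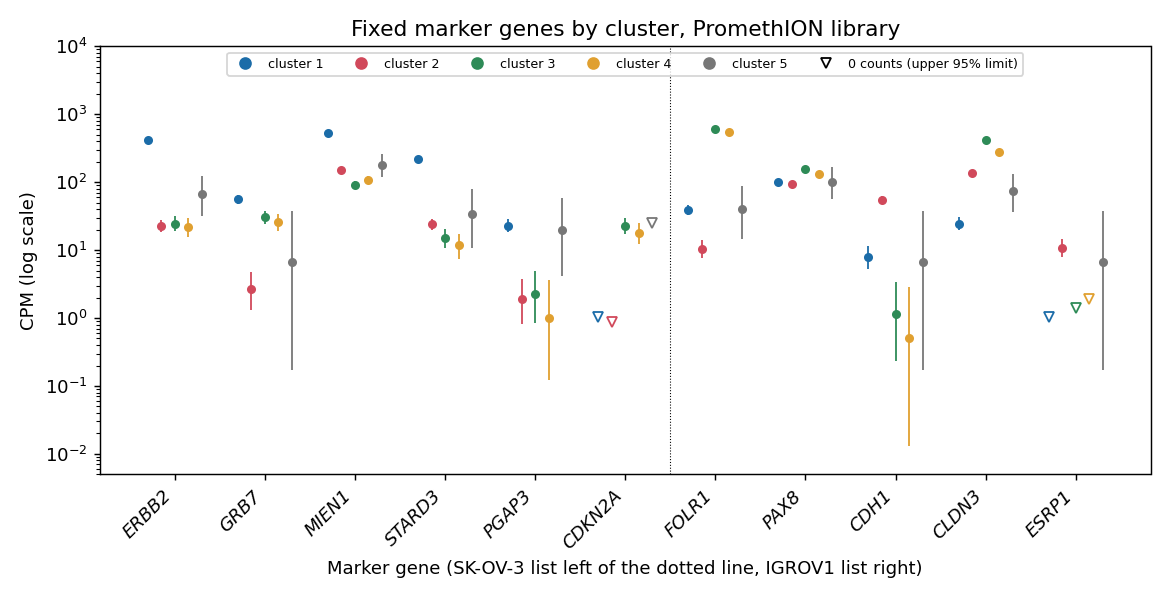
CPM (log axis) of the fixed marker genes in each of the 5 clusters of the PromethION library, with exact Poisson 95% intervals as bars; open triangles mark the upper limit where a cluster had 0 counts. ERBB2 stands at 418 in cluster 1, while FOLR1 is highest in clusters 3 and 4 and CDH1 is highest in cluster 2.

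Clusters 3 and 4 together held 806 cells (33.8%, interval 31.9 to 35.7%). They formed a single cluster at the lower Leiden resolution and under k-means with k = 3. Of the 2051 cells in clusters 1 to 4, 33.3% lay in cluster 1, 27.4% in cluster 2 and 39.3% in clusters 3 and 4, beside the 33.3% per line of an equal pool. These shares leave out cluster 5 and depend on where its barcodes belong. With genes in fewer than 3 cells left out, the shares of all cells were 30.4%, 31.3% and 33.8%, with 4.53% in cluster 5. Under k-means, which has no cluster 5, they were 30.1%, 26.4% and 43.5%. The distance from an equal pool is therefore uncertain.

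Genes per cell were compared at 1 depth because the clusters differed in depth. After thinning to 2000 counts, the median was 1143 genes in cluster 1 (interval 1136 to 1151), 1092 in cluster 2 (interval 1083 to 1099), 965 in cluster 3 (interval 955 to 973) and 921 in cluster 4 (interval 910 to 934). The thinning left out 56, 18, 24 and 31 shallower cells. Without thinning the medians were 2086, 2420.5, 1932 and 1638, so the order of clusters 1 and 2 was the opposite of that at equal depth. In cluster 5 too few cells reached 2000 counts.

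Single-exon transcripts held 7.48% of the counts in cluster 1, 5.18% in cluster 2, 8.47% in cluster 3, 9.21% in cluster 4 and 25.4% in cluster 5. The order followed the mitochondrial genes in part. The shares were also taken without mitochondrial and ribosomal protein genes. Without these genes the shares were 5.42% in cluster 1 (interval 5.39 to 5.44%), 2.50% in cluster 2 (interval 2.48 to 2.52%), 2.60% in cluster 3 (interval 2.57 to 2.62%), 2.63% in cluster 4 (interval 2.61 to 2.66%) and 4.55% in cluster 5 (interval 4.41 to 4.68%). Mitochondrial genes held 2.91% of the counts in cluster 1, 3.16% in cluster 2, 6.77% in cluster 3, 7.60% in cluster 4 and 22.7% in cluster 5. Ribosomal protein genes held almost no single-exon counts, so leaving them out mainly lowered the total. This raised the shares most in clusters 3 and 4, where ribosomal protein genes held 27.4% and 31.1% of the counts. The small differences among clusters 2, 3 and 4 without both sets therefore give no order.

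The main question for long reads was whether the clusters used different transcripts of the same genes. Clustering used gene sums only, so shares within a gene were not its input. Between clusters 1 and 2, 5873 genes had at least 50 counts in both, and the median largest share difference was 1.98 percentage points. In that pair 7 genes differed by at least 50 points, against 0 in each of the 20 draws that hold counting error alone. The number was 4 for clusters 1 and 3, 2 for clusters 1 and 4, 7 for clusters 2 and 3, 4 for clusters 2 and 4, and 0 for clusters 3 and 4. The draws gave 0 genes in every one of these pairs. Over the 6 pairs, 17 of 6346 genes passed the limit. The number depended most on the limit itself: 30 points gave 92 genes and 70 points gave 1.

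The identity of the leading transcript differed in 358 genes between clusters 1 and 2, whereas the draws gave 445 on average (range 420 to 464). Between clusters 2 and 3 it differed in 304 genes, within the range of 295 to 341 in the draws. The numbers were 254 for clusters 1 and 3, 190 for clusters 1 and 4, 221 for clusters 2 and 4, and 164 for clusters 3 and 4, and the lowest draws were 305, 223, 220 and 216 in that order. In 4 of the 6 pairs the number thus lay below every draw, so the draws overstate counting error for this count and give no valid value for no change. No conclusion was drawn from the numbers of genes with a different leading transcript.

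The genes with the largest differences are given with both shares, and all ranks are among genes with at least 100 counts in both clusters of the pair. RARRES2 (ENSG00000106538, chromosome 7) ranked first between clusters 1 and 2. Its transcript ENST00000466675 (150338358 to 150341643) held 65.4% of 190 counts in cluster 1 (interval 58.0 to 72.0%) and 4.56% of 6307 counts in cluster 2 (interval 4.05 to 5.09%). This transcript keeps the 948-base intron 1 (150340630 to 150341577) of ENST00000223271, which held 95.4% in cluster 2. Only 24.3% of the ENST00000223271 counts in cluster 1 came as whole counts, so the count of that transcript rested largely on shared reads. The part of the ENST00000466675 counts that came as whole counts was not measured.

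AKAP12 (ENSG00000131016, chromosome 6) differed between the same clusters by 54.0 points. Its transcript ENST00000354675, which starts from its own coding first exon (151325688 to 151325885), held 74.1% in cluster 1 (interval 71.0 to 76.9%) and 20.1% in cluster 2 (interval 17.8 to 22.4%). In TPM1 (ENSG00000140416, chromosome 15), ENST00000358278 held 20.4% of 780 counts in cluster 1 (interval 17.6 to 23.4%) and 72.3% of 4185 counts in cluster 2 (interval 71.0 to 73.7%). The leading TPM1 transcript in cluster 1 was ENST00000404484, at 41.2%, which has a different coding first exon (63048471 to 63048707). Cells were also matched by their count of the gene, with all high counts taken as 1 group. The difference was then 36.9 points in TPM1 and 50.7 points in RARRES2. In RARRES2 the spreads of the counts over these groups overlapped by only 5.66% between the clusters.

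ATP5C1 (ENSG00000165629, chromosome 10) ranked first, among genes with at least 100 counts in both clusters, between clusters 1 and 3 and between clusters 1 and 4. Its transcripts ENST00000335698 and ENST00000356708 share all exons except the coding exon 9 of the latter, 37 bases long (7806974 to 7807010). The form without that exon held 60.4% in cluster 1 (interval 57.6 to 63.1%), 21.8% in cluster 2 (interval 18.8 to 25.1%), 7.61% in cluster 3 (interval 5.94 to 9.63%) and 10.2% in cluster 4 (interval 7.89 to 12.7%).

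ACOT9 (ENSG00000123130, chromosome X) ranked after ATP5C1 between clusters 1 and 3 and first between clusters 2 and 3, under the same minimum of 100 counts. ENST00000379303, which has a 27-base coding exon 3 (23734341 to 23734367) that ENST00000336430 lacks, held 71.4% in cluster 1, 83.6% in cluster 2 (interval 78.3 to 88.3%) and 23.4% in cluster 3 (interval 15.9 to 33.3%). In CALD1 (ENSG00000122786, chromosome 7), ENST00000393118 held 27.2% in cluster 2 (interval 25.5 to 28.9%) and 81.7% in cluster 3 (interval 77.7 to 85.0%), and its first exon (134891400 to 134891673) is absent from the leading form of cluster 2.

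ELOVL5 (ENSG00000012660, chromosome 6) ranked 3rd between clusters 1 and 4 under this minimum, where the 3-exon transcript ENST00000370913 held 16.6% in cluster 1 and 59.7% of 134 counts in cluster 4 (interval 50.9 to 68.1%). In ECT2 (ENSG00000114346, chromosome 3), ENST00000392692, which holds the 93-base coding exon 4 (172755483 to 172755575), had 25.4% in cluster 2 (interval 21.7 to 29.4%) and 72.3% in cluster 4 (interval 65.7 to 78.3%). In ORMDL1 (ENSG00000128699, chromosome 2), ENST00000392349, which holds an untranslated exon 2 of 110 bases (189783014 to 189783123), had 53.8% in cluster 2 (interval 48.7 to 58.7%) and 7.20% in cluster 4 (interval 2.80 to 13.6%).

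Clusters 3 and 4 differed less. Among genes with at least 100 counts in both, the largest difference was 27.9 points in TFPI (ENSG00000003436, chromosome 2), where ENST00000392365 held 63.8% of 124 counts in cluster 3 (interval 54.6 to 72.2%) and 35.9% of 241 counts in cluster 4 (interval 30.0 to 42.5%). SVIL (ENSG00000197321, chromosome 10) followed with ENST00000375400 at 82.7% and 58.8%, and FOLR1 (chromosome 11) with ENST00000393676 at 60.9% (interval 58.5 to 63.3%) and 37.5% (interval 34.6 to 40.5%).

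**Figure D2:**
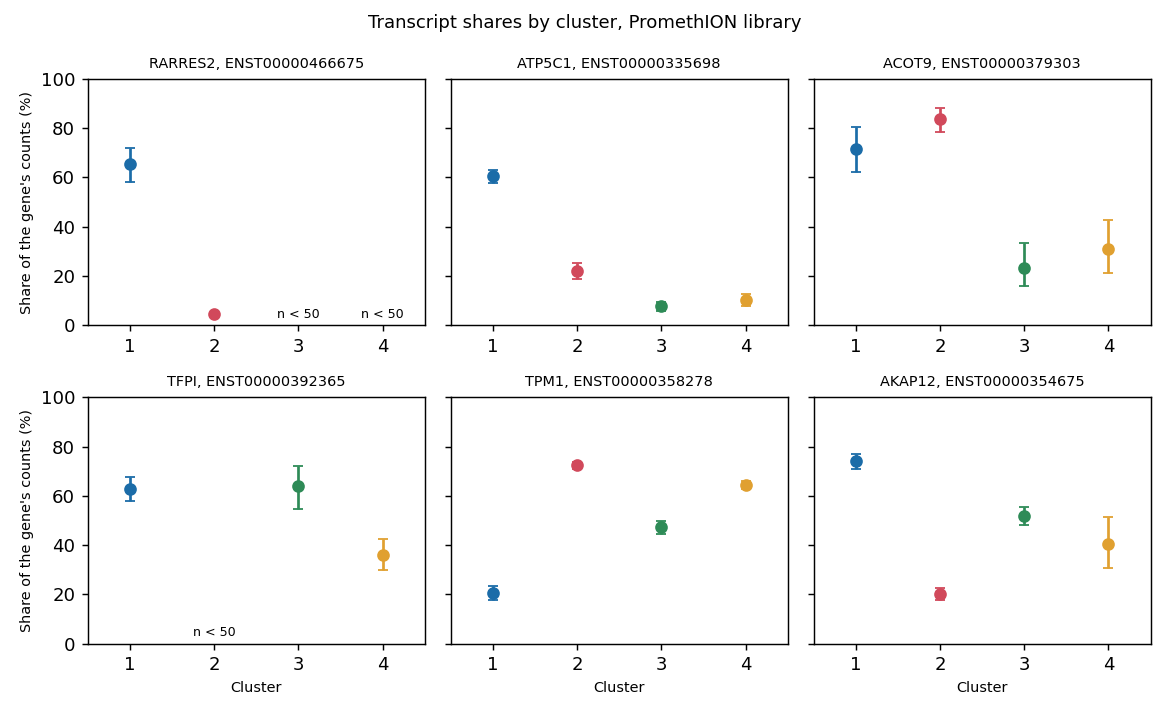
Share of the gene's counts (%) held by 1 transcript of RARRES2, ATP5C1, ACOT9, TFPI, TPM1 and AKAP12 in clusters 1 to 4, with exact binomial 95% intervals as bars; clusters with fewer than 50 counts of the gene have no point. The ATP5C1 form without exon 9 falls from 60.4% in cluster 1 to 7.61% in cluster 3, and among the genes shown clusters 3 and 4 lie furthest apart in TFPI, at 63.8% and 35.9%.

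Comparisons with cluster 5 rested on about 300 genes each, 303 for cluster 1 and 292 for cluster 4. In the pair with cluster 1, 1 gene passed 50 points, RARRES2, with ENST00000223271 at 34.6% in cluster 1 and 91.0% in cluster 5 (interval 86.0 to 94.9%). In the pair with cluster 4, 1 gene passed as well, with too few counts to be named by the rule. The other genes named for these pairs, with differences from 17.3 to 29.1 points, were IFI27, PKM, S100A4, HMGB1, RPS24, CAV1, MYL6 and RPL34. In PKM, cells of clusters 1 to 4 with a single count gave the leading transcript 44.9%, against 86.8% in all their cells, so shares in a cluster of this depth are uncertain. RPS24, RPL34 and HMGB1 also have pseudogenes.

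The list of 10 genes with known alternative splicing gave a value for 7 genes. CTNND1 lay in an entry of several genes, and FGFR2 and ARHGEF11 had too few counts. The median of the largest share differences was 7.33 points, at percentile 74.0 of the random lists, whose median was 5.40. With at least 100 counts required, 6 genes gave a median of 13.0 points at percentile 98.9. That median lay between CD44, at 5.84 points, and PKM, whose 20.1 points arose only against the low-depth cluster 5. Over clusters 1 to 4 alone, an alternative chosen after seeing the data, the 7 genes gave a median of 5.84 points at percentile 68.6. The higher percentile therefore does not show larger differences between clusters 1 to 4. TPM1 differed by 52.0 points and MYL6 by 25.3 points, whereas CD44 differed by 5.84, ENAH by 4.88, NUMB by 2.45 and ITGA6 by 7.33. In MYL6 (ENSG00000092841, chromosome 12), ENST00000550697, which holds a 45-base coding exon 6 (56160626 to 56160670) absent from ENST00000547649, had 27.2% in cluster 1 (interval 26.1 to 28.3%) and 26.6% in cluster 2 (interval 25.7 to 27.6%). It had 2.81% in cluster 3 (interval 2.40 to 3.29%) and 5.79% in cluster 4 (interval 4.87 to 6.79%). PKM (ENSG00000067225, chromosome 15) differed by 20.1 points, but only against cluster 5. Its transcript ENST00000335181 held 82.5% to 88.1% in clusters 1 to 4 and 68.0% of 179 counts in cluster 5 (interval 60.8 to 74.9%).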

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

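The alternatives that left out genes in fewer than 3 cells, kept protein-coding transcripts only, included entries of several genes, used only whole estimates, or took the splicing list over clusters 1 to 4 alone were chosen after seeing the data. No paired analysis was possible because each group has 1 library and no comparison comes from a test. Of the alternative values for the main results, 113 kept their direction and stayed within the interval, within 1.5 times the count or within 5 points of the list median, 69 moved further and 1 reversed. The cause was not tested unless a sentence names it.

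The reversed value was the difference in genes per cell between clusters 1 and 2, which was +4.67% at 2000 counts and -13.8% without thinning. Cluster 2 is deeper, and the thinned values at 1000 and 4000 counts kept cluster 1 above, the latter by 6.55%. Between clusters 1 and 4 the unthinned difference was 27.4%.

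Reverse complement of one barcode list left 0 shared barcodes. Leaving out barcodes under 1000 counts raised the medians by construction, to 5402 counts, 3638 transcripts and 2073 gene entries per barcode. Requiring at least 1 count lowered the transcripts to 1620 and gives no value for counts per barcode. The single-exon share was 3.47% without mitochondrial and ribosomal protein genes, 12.8% as a mean of single barcodes and 7.41% without doublets. The protein-coding share was 97.6% for transcripts with at least 10 counts, 96.8% without mitochondrial and ribosomal protein genes and 97.3% as a mean of single barcodes.

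Cluster membership was stable for the deep cells: 99.2% to 100% of them kept their family (cluster 1, cluster 2, or clusters 3 and 4) in the settings run. Shares moved because the low-depth barcodes moved. Cluster 5 held 6.12% at the lower Leiden resolution, 6.04% with 1000 variable genes, 6.79% with 4000, 4.70% with transcripts as features and 4.53% with genes in fewer than 3 cells left out. In the same order cluster 2 held 29.7%, 30.4%, 30.9%, 30.7% and 31.3%. Transcripts as features also put 30.8% in cluster 1. K-means with k = 3, which fixes 3 clusters, put 26.4% in cluster 2 and 43.5% in clusters 3 and 4, and had no counterpart of cluster 5. Leaving out cells under 1000 counts gave 32.9%, 28.4% and 38.7% for the 3 families and had no counterpart of cluster 5. FOLR1 in cluster 3 became 573 CPM under k-means, which joins clusters 3 and 4. CDH1 in cluster 2 became 41.3 as a mean over cells.

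The single-exon shares without mitochondrial and ribosomal protein genes were 5.42%, 2.50%, 2.60% and 2.63% in clusters 1 to 4. Over all genes, the k-means cluster matching clusters 3 and 4 had 9.40%, against 8.47% and 9.21% in those clusters.

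The number of genes with a difference of at least 50 points in any pair of clusters 1 to 4 was 17, and stayed within 1.5 times at a minimum of 25 counts, with k-means, with doublets kept, with protein-coding transcripts only and with entries of several genes (range 12 to 23). It was 9 at a minimum of 100 counts, where fewer genes were tested. It was 10 with whole estimates only, which held 56.8% of the counts, and 8 of the 17 genes were among them. A limit of 30 points gave 92 genes and a limit of 70 points gave 1. Genes with a different leading transcript, 568 at first, became 935 at a minimum of 25 counts, 326 at 100 and 198 with whole estimates.

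By pair, a minimum of 25 counts gave 12 genes for clusters 1 and 2 and 9 for clusters 2 and 4. A minimum of 100 gave 4 for clusters 1 and 2, 2 for clusters 1 and 3, 1 for clusters 1 and 4, 4 for clusters 2 and 3, and 0 for clusters 2 and 4. A limit of 30 points gave 33, 28, 24, 43, 39 and 1 genes for the pairs 1 and 2, 1 and 3, 1 and 4, 2 and 3, 2 and 4, and 3 and 4. A limit of 70 points gave 1 for clusters 2 and 3 and 0 for clusters 1 and 2, 1 and 3, 1 and 4, and 2 and 4. For clusters 1 and 4, k-means gave 4 and keeping doublets 0. For clusters 2 and 4, entries of several genes gave 8 and whole estimates 2. Whole estimates gave 4 for clusters 1 and 2. K-means has no counterpart of the pair of clusters 3 and 4 or of the pairs with cluster 5.

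Merging transcripts with the same introns left 98845 of the 99493 transcripts and kept all 17 genes, so this setting changed little by construction. Restricting to annotated classes removed nothing and says nothing about stability. The splicing list median moved to 13.0 points at a minimum of 100 counts, where NUMB dropped out, and it lay between 5.62 and 7.85 points in the other settings. Among the named genes, 2 differences moved under k-means: TPM1 between clusters 1 and 4 to 38.3 points and CALD1 between clusters 2 and 3 to 47.2 points. Depth limited the pairs with cluster 5 and the genes with few counts in 1 cluster, such as ACOT9 with 101 counts in cluster 3.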

Other observations

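Tests against counting error, transcript ends, a mixture of clusters, loss of cytoplasmic RNA, free RNA in the RARRES2 paragraph, different counts per gene, chromosome copy number scaled by the spread over genes and repeated copies of a molecule were chosen only after the result was seen.

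Estimated transcript shares depended on how many counts of the gene a cell had. In cluster 5, the low-depth cluster, the leading transcript held a smaller share than in clusters 1 to 4 in 84 of 114 genes with at least 100 counts in every cluster. The median deficit was 0.649 points and the mean 2.33 points, and 9 genes had a deficit of at least 10 points. Cells were then matched by their count of the gene, with counts of 5 or more taken as 1 group and not matched further. The median deficit was then -0.0481 points, the mean was -0.0137 points, and 1 gene, RPS24, kept at least 10 points. In PKM the leading transcript ENST00000335181 held 86.8% in clusters 1 to 4 and 68.0% in cluster 5. In cells of clusters 1 to 4 with a single PKM count it held 44.9%, and the matched deficit was -0.0523 points. A mixture of cells of clusters 1 to 4 is argued against as the whole cause, because 19.3% of the genes had a cluster 5 interval that ended below the lowest of the 4 clusters. An earlier form of that test asked only for the point value, and 58.8% of the genes lay below all 4 clusters. It was replaced after its result was seen, because counting error alone can place a value there. A candidate explanation is that reads which match several transcripts are divided among them in each cell separately, so that a cell with a single ambiguous read spreads it over transcripts that a deeper cell would resolve. No biological explanation was tested, since the design names no group within the pool.

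The 17 genes with share differences of at least 50 points among clusters 1 to 4 included ACOT9, ADAM15, AKAP12, ASRGL1, ATP5C1, CALD1, CAV1, HIST1H2BC, MDK, PAK1, PARP2, PLPP5, RARRES2, SSBP4 and TPM1, and those outside the naming rule are listed after their values were seen. Counting error is argued against, since 0 genes reached 50 points in any of the 20 draws over the 6 pairs. Cell depth acting through estimates made per cell is argued against, since 0 genes reached 50 points between the shallow and the deep cells of any of clusters 1 to 4, where the largest difference was 25.3 points. Because the previous pattern acts through the count of the gene in a cell, cells were also matched by that count in the same groups. Cells in the group of high counts could still differ in count. Then 16 of the 17 genes kept at least 40 points and 14 kept at least 50, with a median loss of 1.15 points. The largest loss was 15.1 points in TPM1, which fell to 36.9 points. RARRES2 lost 10.1 points, and the spreads of its counts over these groups overlapped by only 5.66% between the clusters. Differences in transcript ends stay open. The transcripts with the largest rise and the largest fall had different introns in 17 of the 17 genes. This was nearly fixed in advance, since 98845 of the 99493 listed transcripts remained after those with the same introns were merged. Different introns also do not rule out different starts. Sequence variants of the lines against the reference stay open and were not tested here, and so does a difference between the lines in splicing. With whole estimates only, 10 genes passed the limit, so part of the differences may rest on shared reads.

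In cluster 1, RARRES2 had counts for both of its main transcripts, with 65.7 counts for ENST00000223271, the form that leads in cluster 2. Free RNA from cluster 2 was tested as the cause on all estimated counts, shared reads included. That transcript stood at 18.6 CPM in cluster 1 (interval 14.4 to 23.7) and at 1.42 in clusters 3 and 4 together, with an upper limit of 2.85. Only 16 of the counts in cluster 1 came as whole counts, and these were not compared apart. Free RNA therefore stays open for the whole counts. For all estimated counts, undetected doublets of cells of clusters 1 and 2 are argued against as the whole cause. The 5 cells with the most of the transcript held 17.4%, and it was above 0 in 114 cells, fractions included. Doublets stay open for the whole counts as well. Reads that match both transcripts remain a candidate explanation, because 24.3% of the ENST00000223271 counts in cluster 1 came as whole counts, and the rest were fractions. The true share of the intron-keeping form in cluster 1 may therefore differ from 65.4%.

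Clusters 3 and 4 differed less from each other in transcript shares than any other pair of clusters 1 to 4. Different counts per gene between the pairs are argued against as the cause. With every gene drawn to 50 counts, 2821 genes gave a mean of 22.8 genes at 30 points (range 16 to 30 over 20 draws) for clusters 3 and 4, and at least 45 in each draw of every other pair of clusters 1 to 4. The SD over chromosomes of the median log2 ratio was 0.13 for clusters 3 and 4, and between 0.23 and 0.35 for the other pairs of clusters 1 to 4. The SD over genes was 0.52 against 0.84 to 0.91, so the chromosome SD was 0.252 of the gene SD for clusters 3 and 4 and from 0.272 of it upwards for the other pairs. A difference in copy number between clusters 3 and 4 cannot be told apart from other differences in expression, since the smaller chromosome SD follows the smaller spread over genes. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.94 for clusters 3 and 4, and at most 0.84 for the other pairs. A hypothesis is that clusters 3 and 4 are states of 1 of the pooled lines. It would give the 3 lines 33.3%, 27.4% and 39.3% of the deep cells, with the low-depth cluster left out. The labels give no line per cell, so this was not tested directly, and it was found and examined on the same data.

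The low-depth barcodes of cluster 5 fell into parts with different evidence. Of the 185 barcodes with a mitochondrial share of up to 50%, 49 had at least 10 counts of genes specific to 1 family. In these a median of 100% of the specific counts came from 1 family, against at most 52.6% in draws from the pool, so free RNA from the whole pool is argued against for those barcodes. Of the 49, 44 had cluster 2 genes on top, 5 had cluster 1 genes and 0 had genes of clusters 3 and 4. The sets held 127, 61 and 58 genes in that order, so the larger set may have let more barcodes with cluster 2 genes reach 10 counts. Whether set size accounts for the split was not tested, and an origin of the 44 barcodes from cluster 2 stays open. None of the 149 barcodes with over 50% mitochondrial counts reached 10 specific counts, so free RNA was not tested there. Loss of cytoplasmic RNA with mitochondrial RNA kept would give such barcodes, but they made up 44.6% of the cluster, and for the cluster as a whole it cannot be told apart from other causes, since no value here separates damaged cells from droplets without a cell.

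The interferon genes IFNB1 (ENSG00000171855) and IFNL1 (ENSG00000182393) ranked among the 10 leading genes of cluster 2, and were chosen after their values were seen. All 155 IFNB1 counts of the cluster lay in 2 of its 562 cells, and 1 of them held 102. A Poisson spread over cells would have put them in 131 cells, so the observed number was 1.53% of it. All 171 IFNL1 counts lay in 3 cells, and 2 cells had both genes. The other clusters had 0 counts of either gene, which allows up to 1.04 CPM in cluster 1, 1.41 in cluster 3, 1.88 in cluster 4 and 24.7 in cluster 5, against 37.2 and 41.0 CPM of IFNB1 and IFNL1 in cluster 2. A few cells with many counts therefore account for the ranking, and neither gene describes the cluster. Repeated copies of 1 amplified molecule per gene would not by themselves place both genes in the same 2 cells, but with so few cells, and the handling of molecular identifiers unknown, this explanation cannot be told apart from transcription in rare cells.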
